# ChREBPα: a central metabolic sensor driving lipid droplet renewal in preimplantation mouse embryos

**DOI:** 10.3389/fcell.2026.1793255

**Published:** 2026-04-23

**Authors:** Abdul Majid Khan, Dawid Winiarczyk, Francesca Boffa, Dominika Żbikowska, Luca Palazzese, Silvestre Sampino, Domenico Iuso

**Keywords:** ACSL, ChREBPα, lipid droplets (LDs), SBI-993, Triacsin C

## Abstract

**Background:**

Lipid droplets (LDs) are abundant during early embryogenesis; however, yet, the mechanisms that govern their synthesis, maintenance, and functional relevance remain poorly defined. This study aimed to investigate how early mouse embryos sense lipid depletion and activate adaptive metabolic responses to sustain developmental progression.

**Methods:**

Mouse zygotes were mechanically delipidated and cultured under fatty acid–free conditions, and LD recovery was quantified by BODIPY staining across development. RNA sequencing was performed at the 2-cell stage embryos to identify transcriptional responses to delipidation. Furthermore, immunofluorescence microscopy, quantitative assays, and functional studies were conducted by the use of inhibitors to investigate molecular actors of LDs *de novo* synthesis and their role in embryonic survival.

**Results:**

Delipidated embryos rapidly regenerated LDs and progressed to the blastocyst stage at rates comparable to controls. Transcriptomic profiling identified ChREBP (Mlxipl) as the principal gene upregulated in response to lipid depletion, with both mRNA and protein levels markedly increased in delipidated embryos. ChREBP displayed dynamic subcellular localization, including nuclear accumulation associated with LD biogenesis and the formation of cytoplasmic foci preferentially localized at the cell cortex and in proximity to endoplasmic reticulum–enriched regions. Partial co-localization of ChREBP with LDs was observed across stages of *de novo* LD synthesis following delipidation. Furthermore, an association with lipid LDs was observed during active LD regeneration following delipidation. Notably, the inhibition of ChREBP impaired lipid droplet regeneration and resulted in developmental arrest, identifying the morula-to-blastocyst transition as a critical window of sensitivity and the trophectoderm formation as a vulnerable bottleneck.

**Discussion:**

These findings identify ChREBP as a key metabolic sensor that coordinates LD synthesis and supports normal developmental progression during early embryogenesis, highlighting LDs as critical regulators of early embryonic competence.

## 1 Introduction

The regulation of lipid metabolism and glucose homeostasis is critical for maintaining cellular and systemic energy balance during embryonic development. LDs are dynamic intracellular organelles composed of a neutral lipid core surrounded by a phospholipid monolayer and play an essential role in lipid storage and metabolism across various tissues (Olzmann and Carvalho, 2019). In mammalian oocytes and preimplantation embryos, LDs are highly abundant, and their content and distribution vary markedly among the species. Domestic animals such as sheep, bovine, and horses exhibit a substantially higher LDs content in oocytes and early embryos compared with human and mouse, with additional variability also reported among different mouse strains (Ibayashi et al., 2021). For many years, the functional relevance of LDs during early development remained enigmatic, in part because mechanical delipidation of oocytes did not impair development to the blastocyst stage and viable offspring (Arena et al., 2021), leading to the assumption that LDs are largely dispensable. Interesting studies, however, began to challenge this view by demonstrating a role of LDs as an energetic reservoir during blastocyst diapause, supporting embryonic survival under conditions of metabolic dormancy (van der Weijden et al., 2024).

More recently, multiple studies now indicate the essential nature of LD dynamics, synthesis, and maintenance during early development (Aizawa et al., 2019). Chemical inhibition of lipid droplet biogenesis in mouse models results in severe developmental arrest at the morula stage, underscoring their requirement for successful preimplantation development (Tatsumi et al., 2018). In addition, lipid droplet enlargement and mobilization have been shown to coordinate morphogenetic events during peri-implantation development in mice (Mau et al., 2022), further implicating these organelles in developmental patterning and differentiation processes (Watanabe et al., 2010; Li et al., 2023). Notably, LDs are actively synthesized and maintained throughout early embryogenesis and are rapidly reconstituted following mechanical removal, indicating the existence of a robust and adaptive metabolic program capable of restoring lipid storage capacity (Aizawa et al., 2019; Mau et al., 2022). Despite the growing recognition of LDs as essential organelles during early embryogenesis, the transcriptional and metabolic programs that sense nutrient availability and coordinate LD biogenesis remain largely undefined. While nutrient-sensing pathways such as AMPK and mTOR have been extensively studied in somatic cells (González et al., 2020), how metabolic sensing is transcriptionally integrated with lipid metabolism during early embryonic development remains poorly understood (Scott et al., 2018).

In the present study, we identify the carbohydrate-responsive element-binding protein (ChREBPα) as a key transcriptional regulator orchestrating LD biogenesis and lipid metabolic pathways essential for blastocyst development. Our findings establish ChREBP-α as a lipid and energy sensor in early mouse embryos and reveal its central role in mediating an adaptive metabolic response to energy deficiency, which is critical for embryonic survival and developmental competence.

## 2 Materials and methods

### 2.1 Animals and ethics statements

All experiments were conducted in accordance with the Polish Governmental Act for Animal Care and were approved by the local Animal Care Committee of the Warsaw University of Life Sciences (approval no. WAW2/62/2023). Experiments were performed on F1 (C57Bl/10 × CBA/H) mice at the Institute of Genetics and Animal Biotechnology, Polish Academy of Sciences. Animals were housed in 30.5 cm × 13 cm × 11 cm cages in a temperature-controlled room under a 12 h/12 h light/dark cycle (lights on from 06:00 to 18:00). Food (Labofeed H, Kcynia, Poland; metabolizable energy 13.0 MJ/kg) and water were provided *ad libitum*.

### 2.2 Collection of zygotes

Hormonal stimulation was conducted as reported previously (Ziętek and Sampino, 2023; Winiarczyk et al., 2025). Briefly, donor F1 females (2–5 months old) were stimulated for ovulation by intraperitoneal injection of 7.5 IU (0.1 mL) pregnant mare serum gonadotropin (PMSG; Cat# RP17827225000, BioVendor, Czech Republic), followed 48 h later by 7.5 IU (0.1 mL) human chorionic gonadotropin (hCG; Cat# 018533, MSD Animal Health, Netherlands). Females were then mated with F1 stud males. The following morning, females were checked for the presence of a copulatory plug. Females with copulation plugs were transferred to the laboratory, and zygote-stage embryos were harvested from the oviducts under a stereomicroscope. Cumulus cells were removed by incubation in M2 medium (Sigma-Aldrich) containing 0.1% hyaluronidase (Sigma-Aldrich), followed by multiple washes in fresh M2 medium.

### 2.3 Delipidation

Lipids were removed from zygote-stage embryos as previously described (Aizawa et al., 2019). The entire experiment was performed on a pre-warmed plate to maintain physiological conditions. Thirty zygotes were initially placed into a 1.5 mL microcentrifuge tube containing 500 µL M2 medium supplemented with cytochalasin B at a final concentration of 50 µg/mL. A first centrifugation was applied at 4,200 × *g* for 10 min to polarize LDs within the blastomere. After the first centrifugation, 250 µL of pre-warmed hyperosmotic solution (M2 medium supplemented with cytochalasin B and 50 µg/mL sucrose) was added to the microcentrifuge tube. The embryos were then subjected to a second centrifugation at 9,500 × *g* for 10 min to move the LD aggregates into the perivitelline (PV) space. Then, embryos were transferred to fresh M2 medium containing cytochalasin B 50 µg/mL under the micromanipulation chamber. A small opening was created in the zona pellucida using laser-assisted manipulation, after which the biopsy was mechanically performed by aspirating the LD into a pipette with a 12 µm inner diameter. All manipulations were performed under an Inverted microscope Nikon Eclipse Integra Ti (Nikon Corporation, Japan) using an Eppendorf Micromanipulator 5,176 (Eppendorf AG, Germany). Following manipulation, embryos were thoroughly washed in M2 medium and returned to culture in free fatty acid KSOM under standard conditions.

### 2.4 Embryo culture and treatments

Zygotes were cultured in fatty acid-free KSOM previously describe (Behringer et al., 2014) under Mineral oil at 37.5 °C in a humidified atmosphere of 5% CO_2_ and atmospheric O_2_ from 0.5*dpc* to 4.5*dpc* (zygote to blastocyst stage). An experiment was conducted to assess the developmental potential of delipidated zygotes under different culture conditions and to examine LD reconstitution in the absence of specific nutrients. Delipidated zygotes were cultured in four different conditions: 1. complete free fatty acid KSOM, 2. KSOM without pyruvate, 3. KSOM without glucose, and 4. KSOM without glutamine. LDs were monitored at the 2-cell stage to evaluate their reconstruction under each condition.

Next, a part of zygotes were cultured *in vitro* (IVC) in free fatty acid KSOM medium supplemented with Triacsin C, a potent inhibitor of long-chain acyl-CoA synthetases (ACSLs). Triacsin C was dissolved in DMSO and initially tested at concentrations of 5, 12.5, and 25 µM. Based on these preliminary experiments, 12.5 µM Triacsin C was selected for subsequent analyses. Zygotes were then allocated to the following experimental groups: Control, control + Triacsin C, delipidated, and delipidated + Triacsin C. To assess the time-dependent effect of Triacsin C, zygotes were cultured with 12.5 µM Triacsin C and monitored daily from 0.5*dpc* to 4.5*dpc* to determine the developmental window most sensitive to ACSL inhibition. This setup allowed the identification of the stage at which Triacsin C treatment could affect embryonic development.

A portion of zygotes, both delipidated and non-manipulated, was cultured in the presence of SBI-993, an inhibitor targeting ChREBP. SBI-993 was dissolved in DMSO, and initial concentrations of 12 and 15 µM were tested in control zygotes. Based on these preliminary experiments, the selected concentration was used to assess the effect in the following experimental groups: control, control treated with SBI-993, delipidated, and delipidated treated with SBI-993. Cleavage and developmental progression of treated embryos were analyzed relative to controls using three biological replicates, with approximately 30 embryos per group in each replicate.

### 2.5 RNA sequencing and differential expression analysis

Embryos were obtained from six hormonally stimulated female mice, yielding a total of approximately 70 embryos. These embryos were pooled and randomly allocated to either the delipidated or control (IVC) group (approximately 35 embryos per group). From each group, nine embryos were randomly selected for RNA-seq analysis and distributed into three independent samples, each consisting of three embryos per Eppendorf tube as experimental replicates. Embryo pools were transferred into 3.5 µL of sterile RNase-free PBS and stored at −80 °C until processing. Library preparations and sequencing reactions were conducted at GENEWIZ, LLC./Azenta US, Inc. (South Plainfield, NJ, USA). The SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian, 48 rxn (Takara Bio, Cat. ID: 634412) was used to prepare cDNA libraries with embryo samples processed directly without prior RNA extraction.

The protocol included ribosomal RNA depletion, strand-specific cDNA synthesis based on SMART technology, and library amplification according to the manufacturer’s instructions. The sequencing libraries were clustered onto a flow cell on an Illumina NovaSeq X plus instrument according to the manufacturer’s instructions. The samples were sequenced using a 2 × 150 paired-end (PE) configuration, targeting ∼10 M read-pairs per sample. Samples were sequenced with 30% Phi-X spike-in. The NovaSeq Control Software conducted image analysis and base calling. Raw sequence data (.bcl files) generated by the sequencer were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq v.2.20 software. One mismatch was allowed for index sequence identification. After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Mus musculus* reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using feature Counts from the Sub read package v.1.5.2. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate P values and Log2 fold changes. Genes with adjusted P values < 0.05 and absolute log2 fold changes >1 were called as differentially expressed genes for each comparison. RNA-seq gene expression data for all samples are listed in Supplementary Table S1.

### 2.6 Immunostaining

For immunofluorescence staining, the zona pellucida was removed using acid Tyrode’s solution (Piliszek et al., 2017; Czernik et al., 2022). Embryos were then transferred into 96-well plates pre-coated with 1% agar. Fixation was performed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) containing 0.1% Tween-20% and 0.01% Triton X-100 for 20 min at room temperature. After fixation, embryos were permeabilised in 0.55% Triton X-100 in PBS for 20 min at RT. To quench free aldehyde groups remaining after fixation, embryos were incubated for 10 min at room temperature in 1 mL of ammonium chloride (NH_4_Cl) solution (0.0026 g/mL in PBS). Following this, embryos were washed three times in PBS, with each wash lasting 3 min. Non-specific binding was blocked by incubating embryos in 10% donkey serum in PBS for 40 min at room temperature. Primary antibodies were then applied at a 1:100 dilution in 10% donkey serum. The following antibodies were used: goat anti-SOX2 (Cat# AF2018, RRID:AB_355110, R&D Systems, USA), mouse anti-CDX2 (Cat# MU392A-UC, RRID:AB_3101998, BioGenex, USA), and rabbit anti-ChREBP Biotechne Cat# Nb400-135. Embryos were incubated with the primary antibody solution overnight (∼16 h) at 4 °C in the dark. After washing in PBS, secondary antibodies conjugated to Alexa Fluor dyes were applied at a 1:500 dilution in 10% donkey serum and incubated for 75 min at room temperature in the dark. During the final staining step, DNA was visualized using Hoechst 33342 (5 µg/mL) for 20–25 min at room temperature. Embryos were then transferred to glass-bottom dishes in a minimal volume of PBS and imaged using a NIS-Elements Confocal software (version 5.0, Nikon Instruments Inc.) and analyzed by Imaris software (version 9.8.2, Bitplane AG, Oxford Instruments) for advanced quantitative analysis and three-dimensional visualization.

### 2.7 Lipid droplet imaging and quantification

LDs were visualized using the fluorescent dye BODIPY 493/503 as previously described (Qiu and Simon, 2016). Stained samples were imaged using high-resolution confocal microscopy under identical acquisition settings across all developmental stages to ensure consistency for quantitative analysis. Confocal image stacks were processed and analyzed using Imaris software (version 9.8.2, Bitplane AG). Background noise was reduced using the Imaris *Background Subtraction* algorithm while preserving small LD signals. LDs larger than 0.01 µm^3^ were segmented using the Imaris *Surface* algorithm. Intensity thresholds were automatically determined from the BODIPY (488 nm) channel histogram, and a surface detail threshold of 0.1 µm^3^ was applied to eliminate noise and small artifacts. Misidentified objects, including dye aggregates, were manually corrected.

LDs were classified into size fractions (0.01–0.1, 0.1–0.5, 5–30, and >30 μm^3^), and their proportional distribution within the total LD population was quantified across developmental stages using part-of-whole analysis.

### 2.8 Statistical analysis

All experiments were conducted with a minimum of three independent biological replicates. Data were analyzed using GraphPad Prism (version 10; GraphPad Software, Inc., CA, USA). LD volume and LD number were analyzed using two-way ANOVA and One-way ANOVA to assess the effects of developmental stage and experimental group. For ChREBP foci number and intensity, nested t-tests and one-way ANOVA were used when multiple measurements were taken from the same biological replicate, and unpaired t-tests were applied for comparisons between independent groups. All statistical analyses were performed using GraphPad Prism. Statistical significance was considered as P < 0.05 (*), P < 0.001 (***), and P < 0.0001 (****).

### 2.9 Reagents

**Table:** 

Reagent	Source	Catalog No.
Animal model		
C57Bl/10 × CBA/H	IGAB PAN	​
C57Bl/6	Jackson laboratory	000664
CBA/Ca	Jackson laboratory	000654
Hormones		
Pregnant mare serum gonadotropin (PMSG)	Bio vendor R&D	Cat# RP17827225000
hCG	MSD animal health	Cat# 018533
Embryo culture reagents		
Free fatty acid BSA	Sigma-Aldrich	CAS-No: 9048-46-8
Dimethyl sulfoxide (DMSO)	Sigma-Aldrich	Cat# D2650
Mineral oil	Sigma-Aldrich	Cat# M8410
Enzymes and treatment reagents		
Triacsin C	MCE, MedChem express	Cat# HY-N6707
SBI-993	MCE, MedChem express	Cat. No.: HY-122682
Tyrode′s solution, Acidic	Sigma-Aldrich	Cat# T1788
Cytochalasin B	R&D system	Cat# C2743
Sucrose (C_12_H_22_O_11_)	Sigma-Aldrich	Cat# 59738
Hyaluronidase	Sigma-Aldrich	Cat# H-3506
siRNA-ChREBP	Euro genetics	SR-NP001-001
Staining reagents		
BODIPY 493/503	Thermo Fisher scientific	Cat# D3922
Hoechst stain solution	Sigma-Aldrich	Cat# H6024
Chemical reagents		
Agar	Sigma-Aldrich	Cat# A1296
Paraformaldehyde (PFA)	Sigma-Aldrich	Cat# 47608
Phosphate-buffered saline (PBS)	Roth	Cat# 1112.2
Tween 20	Sigma-Aldrich	Cat# P9416
Triton X-100	Sigma-Aldrich	Cat# T9284
Ammonium chloride (NH_4_Cl)	Sigma-Aldrich	Cat# AS434
Antibodies		
ChREBP	Biotechne	Cat# Nb400-135
Anti calnexin	Abcam	Cat# Ab112995-100
Anti-CDX2	Biogenex, USA	Cat# MU392A-UC
Anti-SOX2	Bio-techne	Cat# AF2018
Donkey anti-goat IgG (H+L) cross-adsorbed secondary antibody, alexa Fluor™ 647	Thermo Fisher scientific	Cat# A21447
Donkey anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody, Alexa Fluor™ 568	Thermo Fisher scientific	Cat# A10042
Software and algorithms		
Graphpad prism version 10	GraphPad	RRID:SCR_002798
Imaris microscopy image analysis 9.8.2 software	Oxford instruments	RRID:SCR_007370
NIS-elements confocal	Nikon instruments Inc.	RRID: SCR_014329

## 3 Results

### 3.1 The removal of lipids via delipidation and its effect on mouse pre-implantation embryos development

After complete removal of lipids from zygote-stage embryos, the embryos were cultured in fatty acid–free KSOM and monitored for development from 0.5*dpc* to 4.5*dpc* (Figure 1A). Control and delipidated embryos developed normally with the same efficiency, showing no significant differences in cleavage, compaction, or blastocyst formation (Figure 1B). We tracked LDs using BODIPY staining from the zygote to the blastocyst stage (Figure 1C). As expected, LDs were absent immediately after removal at the zygote stage; however, no significant difference in LD volume and numbers was observed between the control and delipidated groups. These differences persisted despite embryos being cultured in fatty acid–free KSOM (Figure 1D; Supplementary Figure S1). Following delipidation, embryos were cultured without pyruvate, glucose, and glutamine. Although LDs regenerated under all nutrient-depleted conditions, a significant reduction in LD volume was observed in the absence of pyruvate (****, *p* < 0.0001) as well as in the absence of glucose and glutamine (****, *p* < 0.0001) (Figures 1E,F; Supplementary Figure S1).

**FIGURE 1:**
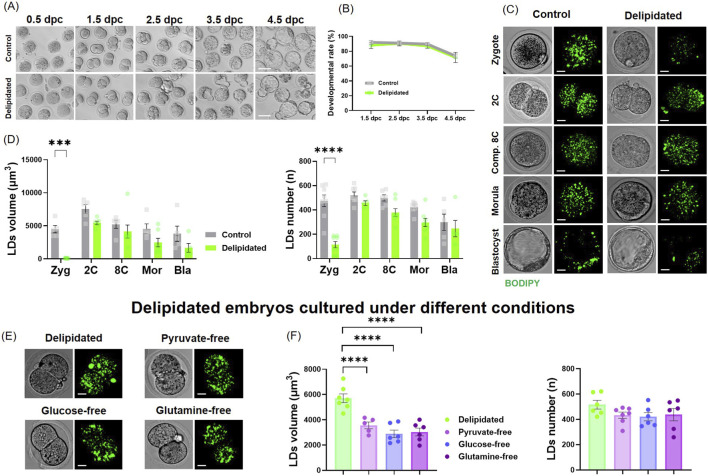
Pre-implantation development of delipidated zygotes. **(A)** Embryos derived from delipidated and non-delipidated embryos cultured in free–fatty-acid–free KSOM medium from 0.5*dpc* to 4.5*dpc*. **(B)** Percentage of embryos reaching each developmental stage across 0.5–4.5*dpc* in delipidated versus non-delipidated groups. Data from three biological replicates were analyzed using two-way ANOVA. **(C)** LDs (BODIPY 493/503, green) from zygote to blastocyst stages. **(D)** Quantification of total LD volume and total LD number per embryo. Data from three biological replicates (n = 32 embryos) were analyzed using one-way ANOVA, **** indicates p < 0.0001). **(E)** LDs (BODIPY 493/503, green) in delipidated embryos cultured in KSOM medium lacking pyruvate, glucose, and glutamine. **(F)** Total LD volume and number in delipidated two-cell embryos under nutrient-deprived conditions were quantified. Data from three biological replicates (n = 32 embryos) and were analyzed using ordinary one-way ANOVA with (p < 0.0001). Scale bars: 65 μm in **(A)** and 10 μm in **(C,E)**.

### 3.2 Inhibition of *de novo* lipogenesis (DNL) through ACSL activity arrests preimplantation development

As expected, Triacsin C, an inhibitor of Acyl-CoA synthetases (ACSLs), blocked DNL, thereby impairing lipid droplet accumulation in both control and delipidated embryos (Figures 2A,B; Supplementary Figure S2). Consistent with previous reports (Aizawa et al., 2019), zygotes cultured in the presence of Triacsin C exhibited arrest of preimplantation development in both IVC control and delipidated embryos (Figures 2C,D). Dose–dependent response analysis using increasing concentrations of Triacsin C (5, 10, and 25 µM) identified the morula stage as particularly sensitive to ACSL inhibition, with developmental defects evident even at lower concentrations. Notably, the transition from morula to blastocyst was strongly impaired at higher doses of the inhibitor (12.5 and 25 µM), as shown by the concentration–response curves (Figure 2E). To dissect the temporal requirement for ACSL activity, Triacsin C treatment was restricted to 24-h windows at different stages of preimplantation development (Figure 2F): 0.5–1.5*dpc*zygote to 2-cell stage, first day of IVC), 1.5–2.5*dpc* (2-cell to 4–8-cell stage, second day of IVC), and 2.5–3.5*dpc* (morula to blastocyst stage, third day of culture). A significant reduction in blastocyst formation was observed only when ACSL inhibition was applied at 2.5*dpc*, highlighting the morula-to-blastocyst transition as a critical window for ACSL-dependent lipid metabolism during preimplantation embryonic development.

**FIGURE 2:**
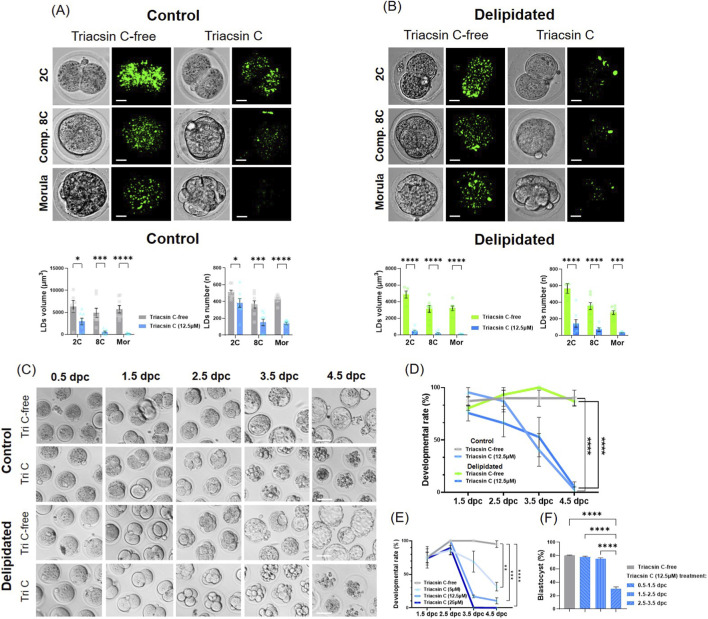
ACSLs’ inhibition by Triacsin affects LD accumulation and embryo development. **(A,B)** Up: LDs (BODIPY 493/503, green) among the four groups from the 2-cell stage to the morula stage. Images are representative of F1 embryos (at least n = 10 embryos per groups). Down: Quantification of total LD volume and total LD number per embryo. Data in three biological replicates were analyzed using two-way ANOVA (*p < 0.05; ***p < 0.001; treatment effect: F (1,40) = 47.08 ****p < 0.0001 (scale bars: 10 μm). **(C)** Representative images of embryos from four experimental groups with quantification of developmental progression. **(D,E)** Data show the percentage of embryos reaching each developmental stage for all four groups. Data in three biological replicates (n = 20 embryos per group) were analyzed using two-way ANOVA (*p < 0.05; ***p < 0.001; ****p < 0.0001). **(F)** The graph represents the blastocyst development rate among the various time-dependent Triacsin C treatments. A statistically significant difference was detected only in the Day 3 group. The data were analyzed using ordinary one-way ANOVA (****p < 0.0001). Scale bars: 10 μm in **(A)** and 65 μm in **(C)**.

### 3.3 ChREBP drives lipid droplet regeneration

To investigate the molecular mechanisms underlying the regeneration of newly formed LDs after delipidation, RNA sequencing was performed on 2-cell stage embryos 24 h post zygote delipidation in respect to the controls. 

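The sequencing covered 3 control and 3 delipidated libraries, each made from a pool of 3 embryos. According to the paper, embryos of several females were pooled, allocated at random to the groups and then distributed into tubes. The SDs and p-values below therefore describe variation between tubes of the same pooled embryos and not between repeated experiments. The paper places the collection 24 h after delipidation at the 2-cell stage, whereas the labels of the deposited samples give the end of culture as 2.0 dpc. For every library the authors deposited raw counts of uniquely mapped reads within exons, without normalization. These counts are given per exonic part, a non-overlapping piece of the exons of a gene, and each library lists 425461 parts. Parts listed under a single gene identifier were added up to gene counts. Another 33309 parts carry the joined identifiers of overlapping genes, and 27968 of them overlap the exons of a single member gene in the reference annotation and were assigned to it. A read that spans several parts can be counted in each of them. In the 1999 of 14465 rows of Supplementary Table S1 that were available, the paper's gene counts could be recovered as whole multiples of the smallest step of each library. Over the 992 to 1237 genes per library with a gene count of at least 100 among them, the sums over parts were a median of 2.34 to 2.41 times these gene counts, whereas the ratio was 1.08 for Ren1 and 1.13 for Gm16861, which have few counts. The library kit was strand-specific, but 69 pairs of parts at the same place on opposite strands had a median ratio of the lower to the higher count of 0.984, so genes that overlap on opposite strands share counts. The counts assigned to genes ranged from 12164963 to 16165958 in the control libraries, with a median of 12980787, and from 14683741 to 20059460 in the delipidated libraries, with a median of 16332103. At least 1 count was found for 20582 to 22855 genes in the control libraries and for 17091 to 20158 genes in the delipidated libraries. A gene without counts was taken to allow up to 3 reads, and this limit covers counting error alone. Values in CPM are counts scaled to the library's total over the genes tested below and to its TMM normalization factor. Gene counts were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, over 16020 genes that passed edgeR's filter with a minimum count of 10. P-values were adjusted with the Benjamini-Hochberg method, and the thresholds were those of the paper. Standard errors of edgeR's log2 fold changes were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. The unblocked comparison of 3 libraries with 3 allows no two-sided exact permutation p-value under 0.1.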

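The ChREBP gene Mlxipl, listed as ENSMUSG00000005373, lies on the forward strand of chromosome 5 of GRCm38 from 135089890 to 135138382 and is covered by 36 exonic parts. Its summed counts were 762, 752 and 668 in the control libraries and 2478, 3188 and 1266 in the delipidated libraries. After TMM normalization this corresponded to 53.5 ± 9.70 CPM (SD, n = 3) in the control and 136 ± 54.5 CPM (SD, n = 3) in the delipidated embryos. All 3 delipidated libraries lay above all 3 control libraries, which gives an exact two-sided permutation p of 0.1, the smallest that this design allows. The log2 fold change was 1.34 with a standard error of 0.31. Its unadjusted p-value from edgeR's quasi-likelihood test was 0.00114, the 7th smallest of the genes tested, and the Benjamini-Hochberg adjusted p-value over all genes was 1.00. Tsfm and Maf1 were the 2 genes with a positive fold change and a smaller p-value; they were named after their values were seen. The setting that moved the adjusted p-value most was the same test without the filter on low counts, which gave 0.00426, and DESeq2's Wald test, the method of the paper, gave 0.0285 on the same summed counts. Over all alternatives the adjusted p-value ranged from 0.00426 to 1.00. With each library left out in turn the log2 fold change stayed between 0.98, without delipidated replicate 2, and 1.57.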

RNA sequencing analysis revealed that the transcription factor carbohydrate response element-binding protein (ChREBPα) was the unique significant mRNA upregulated in delipidated embryos compared to IVC control embryos (Figures 3A,B). 

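Over all tested genes, the edgeR comparison called 0 genes higher and 0 genes lower in delipidated embryos. An unadjusted p-value under 0.05 was found for 463 genes, 184 of them higher and 279 lower, which is 2.89% of those tested. With DESeq2's Wald test and no filter on low counts before the fit, 9 genes were called higher and 40 lower, the widest departure among the alternatives. DESeq2's default adjustment still leaves out genes with low mean counts, and this holds for every adjusted p-value from DESeq2 given here. The smallest adjusted p-value, 0.0721 from edgeR's quasi-likelihood test, belonged to Vim. Vim had 152, 145 and 300 counts in the control libraries and 0 in each delipidated library, which makes it at least 24.3-fold lower by the paper's gene counts, in which a read counts once. Axl, whose counts were 59, 2 and 206 in the control libraries and 0 in each delipidated library, was removed by the filter on low counts. It was at least 17.7-fold lower by the gene counts, a bound that rests on control replicate 3 and was 4.72-fold without that library. Arrb1 had a log2 fold change of -3.52 with a standard error of 0.59, and its adjusted p-value was 0.645. Gm16861 had 13, 29 and 55 counts in the control libraries and 0 in each delipidated library, at least 11.5-fold lower by the gene counts or 7.01-fold without control replicate 3, with 18.6% of its counts on parts that overlap a gene on the opposite strand. Ren1 had no counts in the control libraries and 47, 39 and 30 counts in the delipidated libraries, on 2, 3 and 4 of its 11 exonic parts, and was at least 9.47-fold higher by the gene counts. The adjusted p-values of Gm16861 and Ren1 from edgeR's quasi-likelihood test were both 1.00. DESeq2's Wald test with no filter called all 3, with adjusted p-values of 2.42e-07 for Arrb1, 0.0216 for Gm16861 and 0.0250 for Ren1, which were the lowest of all alternatives, and the highest were 1.00 for each.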

Differentially expressed genes between control and treated groups are listed in Supplementary Table S1. However, we performed Gene Ontology (GO) enrichment analysis on the 2,000 genes with the highest positive log fold change (Log_2_FC). 

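No annotation of Gene Ontology terms was at hand, so lists of mitochondrial genes were built from gene symbols. Among the 2000 genes with the highest log2 fold change out of the 16020 genes tested, 11 of 73 genes for mitochondrial ribosomal proteins were found, where 9.11 would be expected by chance. The odds ratio was 1.25 (one-sided Fisher's exact test, p = 0.300). Of the nuclear genes for oxidative phosphorylation, 15 of 78 were among them, against 9.74 expected, with an odds ratio of 1.67 (one-sided Fisher's exact test, p = 0.0571). Genes are not independent replicates, so these p-values describe the list and not the variation between embryos. The choice of genes ranked moved these values most. Ranking all genes with at least 1 count by DESeq2 gave 1 gene of each list among the top 2000 and odds ratios of 0.188 and 0.172. With a mean count of at least 50 required, the odds ratios were 2.03 (Fisher's exact p = 0.0101) and 1.69 (Fisher's exact p = 0.0438), the latter 1.57 (Fisher's exact p = 0.0779) when the test itself was run on those genes alone. The median log2 fold change over all tested members, 37 higher and 36 lower for the ribosomal proteins and 39 each for oxidative phosphorylation, was 0.00031 and 0.0071, and the sign of both medians changed with the filter and with the libraries included.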

In the treatment condition, the analysis suggested a trend toward enrichment of mitochondrial-related processes, including mitochondrial gene expression, translation, and organization (Supplementary Figure S3). 

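Of the genes encoded on the mitochondrial genome, 11 protein genes were tested, and 10 of them had a higher and 1 a lower fold change in the delipidated embryos, with a median log2 fold change of 0.21. Their counts together came to 14713 ± 3936 CPM (SD, n = 3) in the control and 17624 ± 1977 CPM (SD, n = 3) in the delipidated libraries (exact two-sided permutation p = 0.4), so the difference was smaller than the spread between the control libraries. The gene set test camera, with a preset correlation between genes of 0.01, gave an adjusted p-value of 0.0746 over the 16 lists tested. It was 0.826 with fry and 0.833 with an estimated correlation. Without control replicate 3, which had the highest mitochondrial counts of the control libraries, the median was 0.43 and camera's adjusted p-value 0.000126. mt-Cytb had a log2 fold change of 0.36 with a standard error of 0.20, and mt-Nd5, which overlaps mt-Nd6 on the opposite strand, 0.29 with a standard error of 0.17; the adjusted p-value of each was 1.00 with edgeR. Among other genes of the list, named after their values were seen, mt-Atp6, mt-Co2, mt-Nd3 and mt-Nd4l were under 5 CPM in every library and their fold changes rest on few counts, whereas mt-Co1 was between 1718 and 2719 CPM. Cytosolic ribosomal protein genes, taken for comparison, had a median log2 fold change of -0.15 over 85 genes, with an adjusted p-value of 0.0720 by camera and 0.932 by fry.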

Although this enrichment did not reach statistical significance, the observed trend may indicate a reactivation of embryonic metabolism in delipidated embryos, consistent with the metabolic recovery associated with lipid droplet rescue. At the protein level, ChREBP appeared expressed as distinct green foci in control 2-cell stage embryos, primarily localized at the cellular cortex beneath the plasma membrane. This is consistent with previous reports of non-nuclear localization of ChREBP (Noordeen et al., 2012), suggesting that ChREBP was predominantly in its inactive form. In contrast, delipidated 2-cell stage embryos exhibited larger and more abundant ChREBP-positive signals in the cytoplasm and subtle nuclear signal. In addition, the ChREBP fluorescence intensity was significantly higher in delipidated compared to different controls (Supplementary Figure S4). At the blastocyst stage, ChREBP was expressed in all cells, although in the TE it was almost exclusively restricted to the nucleus. Delipidation led to higher fluorescence intensity in the inner cell mass (ICM), with partial nuclear localization, indicating ChREBP activation in response to LD depletion. (Figures 3C,D). No significant change in ChREBP localization was observed in the trophectoderm (TE), highlighting a lineage-specific response to LD depletion. This suggests that ChREBP may be partially active in regulating lipid metabolism at the blastocyst stage (Figure 3D). Overall, delipidation leads to increased ChREBP expression and enhanced nuclear localization, highlighting its role as a key regulator of metabolic adaptation to LD deprivation in early embryos.

**FIGURE 3:**
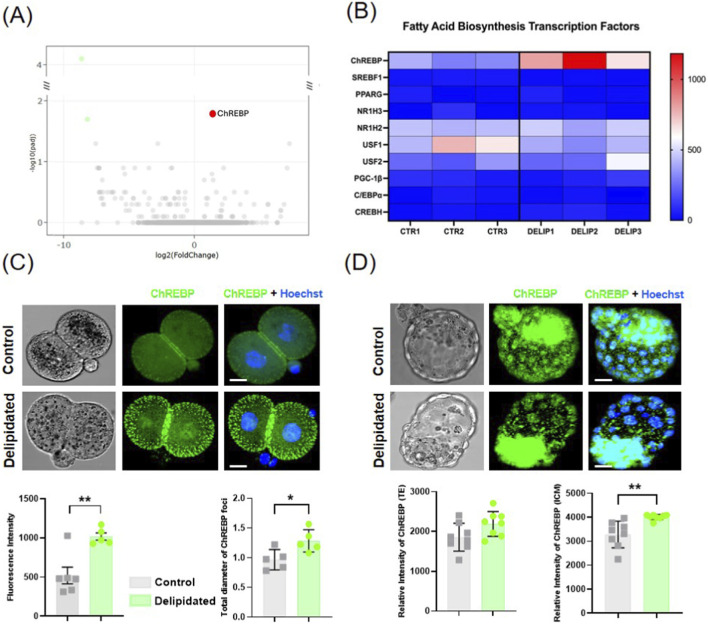
ChREBP during early embryo development. **(A)** The global transcriptional change across the groups compared was visualized by a volcano plot. Each data point in the scatter plot represents a gene. The log2 fold change of each gene is represented on the x-axis and the log10 of its adjusted p-value is on the y-axis. Genes with an adjusted p-value less than 0.05 and a log2 fold change greater than 1 are indicated by red dots. These represent upregulated genes. Genes with an adjusted p-value less than 0.05 and a log2 fold change less than −1 are indicated by green dots. These represent downregulated genes. **(B)** Heatmap was used to visualize the expression profile of the top 10 transcription factors related to lipid metabolism. **(C)** Immunofluorescence images of ChREBP in the 2-cell. Histograms: quantification of ChREBP foci diameter and nuclear fluorescence intensity were analyzed using a nested t-test (*p = 0.0272, **p = 0.0040). **(D)** Immunofluorescence images of ChREBP in the blastocysts. Histograms: relative intensity of Trophectoderm (TE) and Inner Cell Mass (ICM) was analyzed using the nested t-test (**p < 0.0043). Scale bars: 10 μm in **(C)** and 20 μm in **(D)**.

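Among the 10 factors shown in Fig. 3B, 0 were called when p-values were adjusted over all genes tested, and 3 had an unadjusted p-value under 0.05. Adjusted over the list alone, 1 was called, Mlxipl, with an adjusted p-value of 0.0114 from edgeR's quasi-likelihood test. The paper calls these the top 10 transcription factors related to lipid metabolism and does not state how they were chosen, so this may not be independent evidence. Usf1 fell by 0.74 on the log2 scale with a standard error of 0.28, from 142 ± 44.0 CPM (SD, n = 3) in the control to 85.0 ± 12.2 CPM (SD, n = 3) in the delipidated embryos, and its p-value adjusted over the list alone was 0.108. Srebf1 had 8.12 ± 1.84 CPM (SD, n = 3) in the control and 2.92 ± 1.00 CPM (SD, n = 3) in the delipidated embryos, a log2 fold change of -1.47 with a standard error of 0.66, and its p-value adjusted over the list alone was 0.155. Both genes are listed under joined identifiers with overlapping genes, and only parts that overlap the exons of 1 member gene were counted for them. Nr1h2 was expressed at 130 ± 6.48 and 137 ± 22.8 CPM (SD, n = 3 each), and Usf2 at 60.4 ± 22.7 and 93.8 ± 53.6 CPM (SD, n = 3 each). The other genes of the list, Pparg, Nr1h3, Ppargc1b, Cebpa and Creb3l3, had group means between 0.984 and 8.07 CPM, with standard errors of the log2 fold change from 0.59 to 1.63. Together the factors had 415 ± 38.1 CPM (SD, n = 3) in the control and 476 ± 20.3 CPM (SD, n = 3) in the delipidated embryos, without overlap (exact two-sided permutation p = 0.1). Without Mlxipl, a comparison chosen after the values were seen, the sums were 362 ± 46.0 and 340 ± 61.2 CPM (SD, n = 3 each; exact two-sided permutation p = 0.8). The median log2 fold change of the list was 0.060, and a shift in one direction was not found with camera (adjusted p = 0.669) or fry (adjusted p = 0.932), while limma's fry for changes in either direction gave an unadjusted p of 0.0310.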

### 3.4 ChREBP inhibition blocks lipid droplet regeneration and preimplantation embryo development

To investigate the role of ChREBP during preimplantation development, embryos were treated with the ChREBP inhibitor SBI-993 (Benichou et al., 2024). Treatment with SBI-993 (12–15 µM) resulted in a significant impairment of embryonic development between 3.5 and 4.5*dpc* compared with their respective untreated controls, thus resulting in a developmental block at the morula-to-blastocyst transition stage (Figure 4A). This effect was associated with a lack of the observed increase in ChREBP foci diameter at the 2-cell stage (Figures 4B,C) and was accompanied by a complete blockade of LD regeneration during the early stages of embryonic development (Figures 4D,E; Supplementary Figure S5). Moreover, we analyzed blastocyst lineage-specific markers SOX2 and CDX2 to stain the epiblast and the trophectoderm, respectively. No differences were observed comparing delipidated with control embryos in the total number of cells, nor in the number of SOX2- and CDX2-positive nuclei (Supplementary Figure S6). However, when control embryos were treated with SBI-993, there was a significant reduction of the total number of cells, which was mediated solely by a severe decrease in CDX2-positive TE cells (Figures 4F,G). Together, these observations demonstrate that ChREBP is required for LD biogenesis in response to lipid depletion and that successful preimplantation embryo development is highly dependent on ChREBP activity.

**FIGURE 4:**
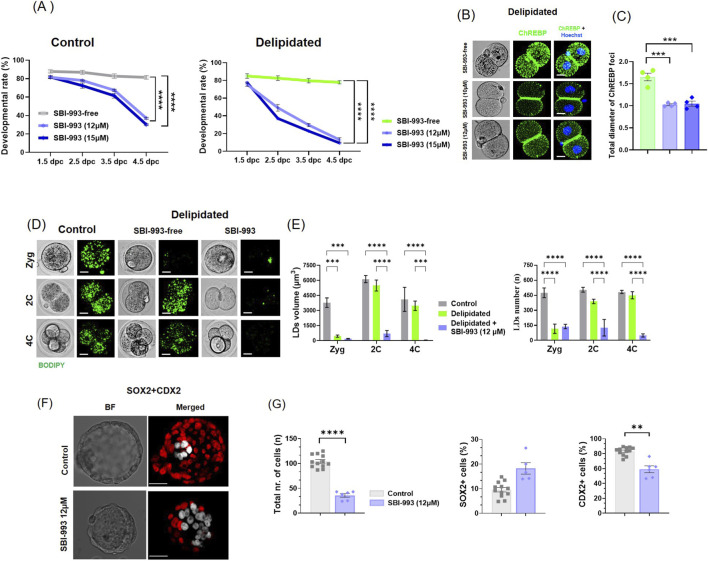
Inhibition of ChREBP. **(A)** Representative images showing the effect of different concentrations of the ChREBP inhibitor SBI-993 on embryo development in control and delipidated embryos. Embryos were treated with SBI-993 at various concentrations and cultured from 0.5*dpc* to 4.5*dpc*. Percentage of embryos reaching each developmental stage across 0.5–4.5*dpc* in control and delipidated embryos versus ChREBP inhibitor SBI-993 groups. Data represent three control and treated biological replicates (F1 embryos, n = 60 from 5 females) and were analyzed using two-way ANOVA (treatment effect: F _(2,24)_ = 246.7, ****p < 0.0001) and three delipidated and treated biological replicates (F1 embryos, n = 60 from 5 females) and were analyzed using two-way ANOVA (treatment effect: F _(2, 24)_ = 1,540, ****p < 0.0001). **(B)** Immunofluorescence images of ChREBP in the 2-cell in delipidated embryos treated with SBI-993 at 10 μM and 12 µM. **(C)** Quantification of ChREBP foci size was significantly different (***p < 0.001, nested one-way ANOVA). The data represent three biological replicates. **(D)** Representative confocal images of lipid droplets (LDs; BODIPY 493/503, green) from three groups: control, delipidated, and delipidated treated with SBI-993, from the 2-cell to the 4-cell stage. **(E)** Quantification of total LDs volume and total LDs number per embryo. Datasets represent three biological replicates. Images are representative of F1 embryos (n = 90) collected from 8 mice and were analyzed using two-way ANOVA (***p < 0.001; treatment factor: F _(2, 42)_ = 40.28 ****p < 0.0001). **(F)** Representative confocal scans of 4.5*dpc* control and SBI-933–treated embryos stained for SOX2 (white) and CDX2 (red). **(G)** The numbers of CDX2- and SOX2-positive cells were quantified, and statistical significance was assessed using a t-test (**p < 0.01; **p < 0.0001). Scale bars: 10 μm in **(B,D)**, 20 μm in **(F)**.

### 3.5 Co-localization of cytoplasmic ChREBP with LD and endoplasmic reticulum in early embryos

Immunofluorescence analysis revealed a distinct cytoplasmic localization of ChREBP in early mouse embryos. At the 2-cell stage, ChREBP in control embryos appeared as discrete punctate signals predominantly localized at the cell cortex and beneath the plasma membrane, with limited overlap with LDs labeled by BODIPY (Figure 5A). This spatial distribution indicates that, under physiological conditions, ChREBP is largely retained in the cytoplasm and likely maintained in an inactive state. In contrast, embryos derived from delipidated zygotes exhibited a marked increase in ChREBP signal intensity, accompanied by a broader cytoplasmic distribution and enhanced spatial proximity to LDs, as highlighted in magnified views (Figure 5A, dashed squares). To further define the subcellular localization of cytoplasmic ChREBP, co-immunostaining with the endoplasmic reticulum (ER) marker Calnexin was performed (Figure 5B). In control embryos, ChREBP partially associated with Calnexin-positive structures at the cell periphery (Figure 5B, dashed box). Following delipidation, ChREBP displayed a stronger and more diffuse cytoplasmic signal with increased proximity to ER-enriched regions (Figure 5B, dashed box). Together, these observations suggest a previously unrecognized role for cytoplasmic ChREBP in LD biogenesis originating from the endoplasmic reticulum during early embryonic development.

**FIGURE 5:**
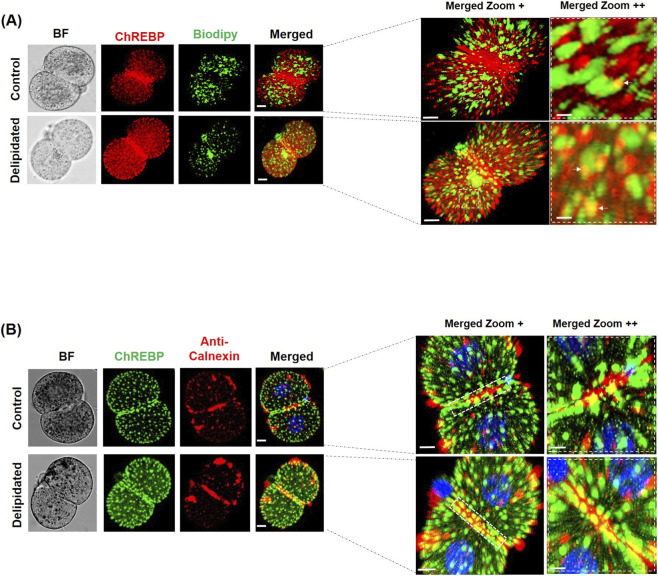
Citoplasmic ChREBP localization. **(A)** Representative confocal images showing the localization of ChREBP and lipid droplets (LDs; BODIPY 493/503, green and ChREBP in red) at the 2-cell stage. ChREBP and LD signals were observed mainly as separate signals, with a small portion showing co-localization (examples indicated by white arrows). Co-localization events were more evident in embryos derived from delipidated zygotes. **(B)** Representative confocal images showing the localization of ChREBP and the endoplasmic reticulum marker Calnexin in control and delipidated 2-cell embryos. ChREBP shows a peripheral and cortical distribution in control embryos, partially overlapping with Calnexin-positive structures. In embryos derived from delipidated zygotes, ChREBP signal appears increased and more broadly distributed, with enhanced proximity to Calnexin-labeled regions. Enlarged views highlight representative areas (dashed boxes). Scale bars: 10 μm in left panels, 5 μm in zoom+, and 3 μm in zoom++.

## 4 Discussion

Our findings demonstrate that nutrient sensing and energy allocation constitute a central feature of early embryonic metabolism and are essential for survival. Here, we describe an adaptive metabolic program mediated by ChREBP that safeguards development under conditions of lipid deficiency. Early embryos exhibit active DNL and store neutral lipids as triglycerides within LDs (Kong and Gao, 2024; Zhang et al., 2024). Notably, as previously demonstrated by Aizawa et al. (2019), acute removal of LDs from embryos results in their rapid reconstitution, without immediate detrimental effects on embryonic development.

This phenomenon has complicated the functional role of LDs in early embryonic survival. We show that mechanical delipidation of the zygote triggers, in parallel with LD recovery, a marked upregulation of ChREBP (*Mlxipl*) mRNA and protein expression, which emerges as the principal differentially expressed gene. 

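The counts per exonic part give some detail on which part of Mlxipl was covered. In the delipidated libraries 26, 34 and 32 of its 36 parts held counts, and in the control libraries 31, 27 and 28. In delipidated replicate 1 and control replicate 2 these were fewer parts than in any of 10000 draws of as many counts over all parts by length, which reached at least 32 and 29. The draws treat each count as a read and include parts that may not be transcribed, so they do not show that reads were not independent. Part 1, from 135089890 to 135090060 on chromosome 5, lies upstream of the other exons and had 0 counts in all 6 libraries. Part 6, from 135106918 to 135107215, which holds an annotated start codon, had 25, 34 and 32 counts in the control and 181, 113 and 13 counts in the delipidated libraries, so delipidated replicate 3 lay below every control library there. Part 18, from 135132315 to 135132861, had 130, 138 and 99 counts in the control and 368, 429 and 241 counts in the delipidated libraries. Reads that cross part boundaries are counted more than once, and the gene counts do not separate the transcripts that start at different first exons. The paper takes the higher Mlxipl mRNA together with the higher protein signal and concludes that delipidation leads to increased ChREBP expression.

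**Figure D1:**
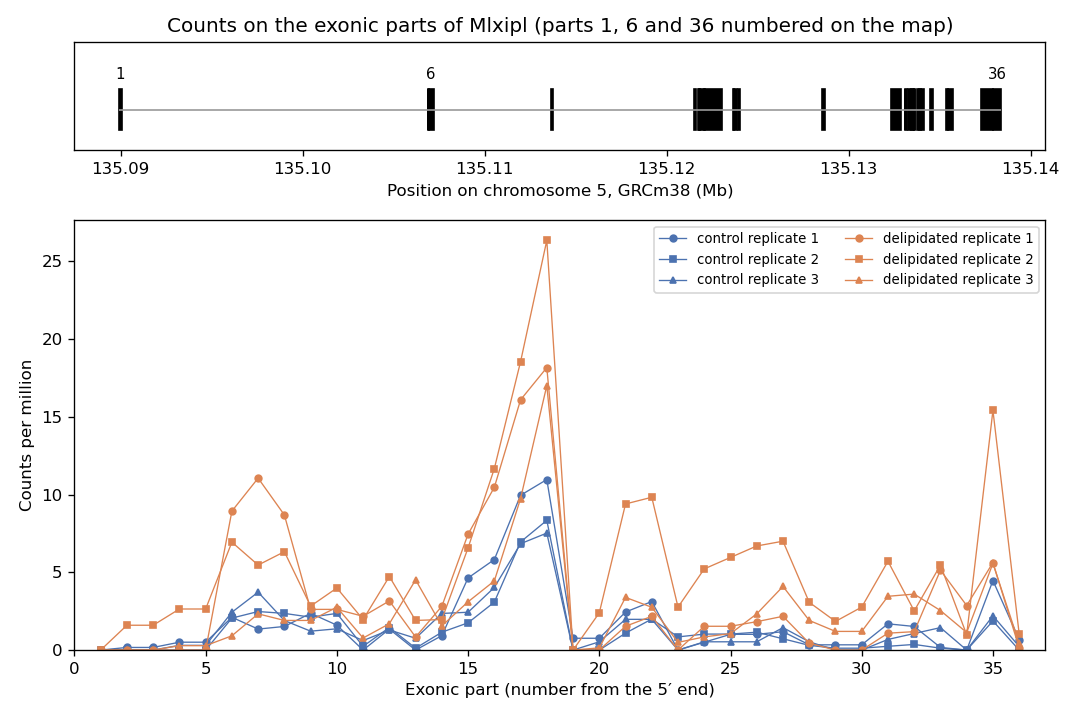
CPM (TMM-normalized) on the 36 exonic parts of Mlxipl in the 3 control and 3 delipidated libraries, one line per library. The map above gives the position of the parts on chromosome 5 of GRCm38, and part 1 is at 0 in all 6 libraries.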

ChREBPα is a transcription factor containing both nuclear import and export signals, as well as a DNA-binding domain, and it coordinates the expression of enzymes that channel glycolytic intermediates into lipid biosynthesis (Uyeda and Repa, 2006; Nakagawa et al., 2013). In metabolically specialized tissues such as the liver, nuclear abundance of transcriptionally competent ChREBP is high under carbohydrate-rich conditions and reduced under a high-fat diet (Sato et al., 2016). Consistently, in our study, ChREBP expression was higher under fatty acid-free conditions, and following lipid reserves removal. ChREBP protein localized predominantly to cytoplasmic foci at the interfaces of intracellular membranes and the cytoplasm in 2-cell control embryos, which resulted significantly enlarged after LD removal by delipidation. This localization pattern suggests that ChREBP is maintained in an inactive state, potentially reflecting a phosphorylated, transcriptionally inactive pool during early cleavage stages.

Accordingly, expression of ChREBP target genes remained low after delipidation, indicating that its transcriptional activity is temporally regulated (Iizuka and Horikawa, 2008; Sakiyama et al., 2008; Davies et al., 2008). 

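The paper's text does not name the target genes, so 25 genes known from general knowledge as targets of ChREBP were used, of which 20 passed the filter on low counts. Their counts together were 738 ± 86.2 CPM (SD, n = 3) in the control and 754 ± 82.1 CPM (SD, n = 3) in the delipidated embryos (exact two-sided permutation p = 0.8). The fold change was positive for 12 genes and negative for 8, with a median log2 fold change of 0.033, and the sign of this median changed with the libraries included. The list did not shift (camera adjusted p = 0.864, fry adjusted p = 0.932), and 0 of its genes had an unadjusted p-value under 0.05 in either direction. No gene was called over all genes tested (0 genes) or adjusted over the list alone (0 genes). The smallest p-values belonged to Gpd1, with a log2 fold change of -2.44 and a standard error of 1.34, and to Tkt, with 0.69 and a standard error of 0.62; the adjusted p-value of each was 1.00 from edgeR's quasi-likelihood test. Of 2 abundant targets chosen after their values were seen, Me1 was between 165 and 298 CPM and Acly between 69.9 and 118 CPM across the 6 libraries.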

Functional activation of ChREBP likely occurs at the transition from morula to blastocyst stage, when we found the most abundant nuclear ChREBP expression in ICM and TE cells, as compared to cleavage stages, when ChREBP was expressed mainly in peri-membrane foci. This developmental window is characterized by increased glucose uptake, enhanced flux through the pentose phosphate pathway (PPP), and nuclear translocation of ChREBP (Davies et al., 2008; Leese, 2012). This is consistent with the production of xylulose-5-phosphate, a known activator of ChREBP dephosphorylation and nuclear import (Kabashima et al., 2003; Dentin et al., 2005). Consequently, embryos may initiate a ChREBP-dependent transcriptional program in response to lipid depletion, although its full functional execution is delayed until metabolic conditions become permissive at the blastocyst stage. Notably, early cleavage-stage embryos are generally considered glycolytically quiescent and largely glucose-independent due to limited glucose transporter expression (Hogan et al., 1991; Morita et al., 1994).

Our data suggest that the metabolic state may be reversible under conditions of reduced LD storage. Indeed, LD regeneration in delipidated embryos partially depended on the availability of glucose and glutamine in the culture medium, indicating unexpected metabolic flexibility during early development. Consistent with previous reports, inhibition of DNL by Triacsin C resulted in LD loss and development arrest at the morula stage (Aizawa et al., 2019; Valente et al., 2019), identifying this transition as particularly sensitive to disruptions of embryonic homeostasis, compromising the morula-to-blastocyst transition and embryonic survival. Furthermore, inhibition of ChREBP by SBI-993 impaired blastocyst development in control, not-delipidated embryos, thus indicating its important role in embryonic LD dynamics and survival to the blastocyst stage. Concurrently, inhibition of ChREBP in delipidated embryos causes developmental arrest at an earlier stage, supporting the view that ChREBP upregulation represents an adaptive metabolic response to lipid deprivation and is critical for developmental progression. The mechanism by which ChREBP senses lipid stores remains intriguing and still unknown. We propose that the flux through fatty acid activation, specifically acyl-CoA formation rather than the physical presence of LDs, *per se* regulates ChREBP expression and activity. Our data suggest that feedback regulation of ChREBP transcription could depend on the Acyl-CoA/free fatty acid (FFA) ratio, with increased ratios promoting ChREBP expression and reduced ratios suppressing it. This interpretation is supported by the evidence that lipid-rich reduce ChREBP mRNA in mouse liver (Dentin et al., 2005; Jois et al., 2016). Beyond their role as an energy reservoir, LDs are increasingly recognized as dynamic organelles with regulatory functions in embryonic development. LDs contribute to early lineage specification in the blastocyst, reinforcing the concept of metabolic programming during early development. Consistent with previous studies (Watanabe et al., 2010; Kajdasz et al., 2020), the ICM retains abundant LDs, whereas the TE contains markedly fewer (Figure 1C), reflecting fundamental metabolic divergence between these lineages, although this lineage divergence could vary in different mouse strains and mammalian species. The ICM must accumulate LDs to support epiblast development and subsequent peri-implantation events, such as gastrulation (Mau et al., 2022); in contrast, the TE is more metabolically flexible, relying on available energy sources to meet the high demands of the morula-to-blastocyst transition. LDs are therefore essential for driving the morula-to-blastocyst transition, a process that requires enhanced fatty-acid β-oxidation to generate sufficient ATP to fuel blastocoel formation and Na^+^ pumping (Dunning et al., 2010). Accordingly, we show that ChREBP inhibition arrests blastocyst formation by impairing CDX2 expression and trophectoderm (TE) development, while not affecting SOX2-positive cells. While LDs regenerate during early cleavage stages after delipidation, ChREBP remains mainly cytoplasmic; in contrast, at the blastocyst stage, ChREBP predominantly translocates to the nucleus, activating a transcriptional program that redirects glycolytic flux toward lipid biosynthesis and influences blastocyst differentiation.

Interestingly, recent studies have reported cytoplasmic accumulation of ChREBP in discrete foci (Davies et al., 2008; Ortega-Prieto and Postic, 2019) and our results show that this phenomenon also occurs in preimplantation cleaving embryos. These results indicate that ChREBP can associate with membrane compartments of LDs in an inactive, phosphorylated state, poised for activation upon metabolic stimulation (Mejhert et al., 2020). In our experiments, ChREBP foci were primarily localized at the cell cortex and distinct from LDs, although a co-localization was observed in embryos undergoing active LD regeneration following delipidation. Synchronously, ChREBP foci in delipidated embryos co-localized in more proximity to endoplasmic reticulum-enriched regions, from which LDs originate (Beller et al., 2010; Welte, 2015; Salo et al., 2016), and with LD particularly in delipidated embryos. These findings suggest a previously unrecognized cytoplasmic role for ChREBP in lipid droplet biogenesis from the ER, opening new avenues for investigation.

In summary, our findings establish ChREBP as a central regulator of lipid droplet synthesis and embryonic survival during preimplantation stages. Through this pathway, ChREBP actively governs cellular energy balance, dynamic lipid remodeling, and morphogenetic progression to the blastocyst stage. Elucidating how ChREBP integrates lipid storage with metabolic flux and developmental timing reveals a fundamental mechanism underlying metabolic control of early development and energy homeostasis. Further investigation of ChREBP depletion via Trim-Away or genetic approaches using homozygous ChREBP knockout oocytes will further elucidate the role of ChREBPα in lipid droplet biogenesis during preimplantation development.

## Data Availability

The datasets presented in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE326820.

# Supplementary material for: ChREBPα: a central metabolic sensor driving lipid droplet renewal in preimplantation mouse embryos
**Source:** Front Cell Dev Biol. 2026 Apr 23;14:1793255. doi: 10.3389/fcell.2026.1793255
**Supplement:** Supplementary file 1

## Supplementary Material

### 1.1 Supplementary Figures

(S1)

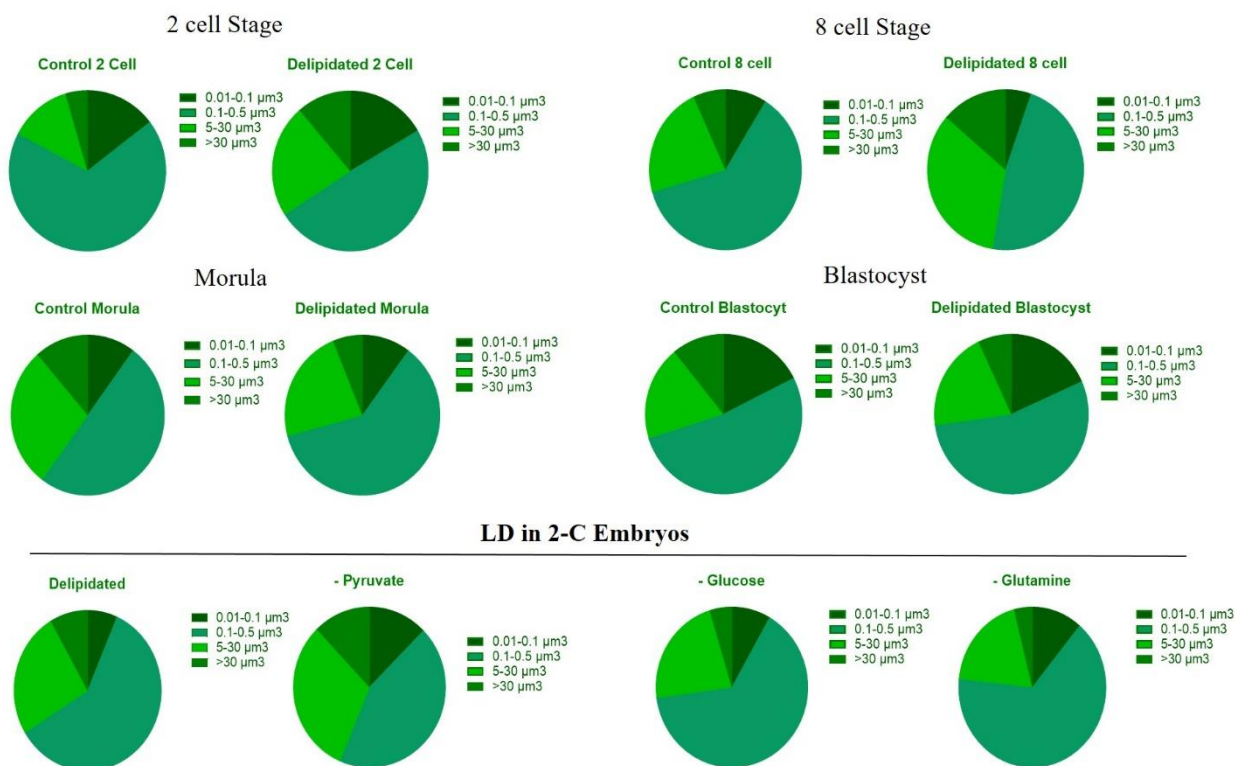

**Supplementary Figure 1. Quantification of LD size in Delipidated embryos.** Quantification of LD size fractions (0.01–0.1, 0.1–0.5, 5–30, and > 30  $\mu\text{m}^3$ ) and their proportional distribution within the total LD population across developmental stages in delipidated and control embryos, and in 2-cell stage delipidated embryos cultured under different conditions.

(S2)

## LDs distributions

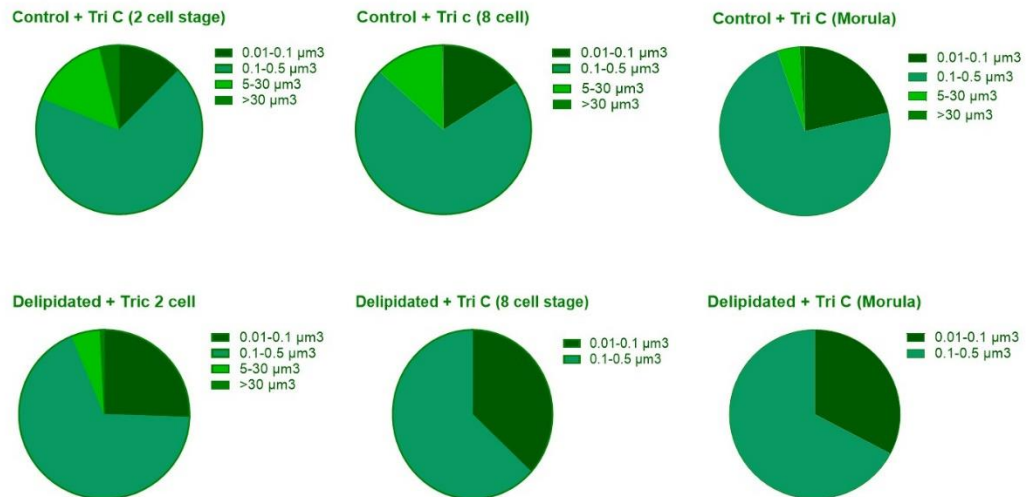

**Supplementary figure 2.** Distribution of LDs across different size fractions (0.01–0.1, 0.1–0.5, 5–30, and >30  $\mu\text{m}^3$ ), expressed as a proportion of the total LD population in control and delipidated embryos treated with Triacsin-C.

(S3)

### Gene Ontology Enrichment — 2-Cell Embryos

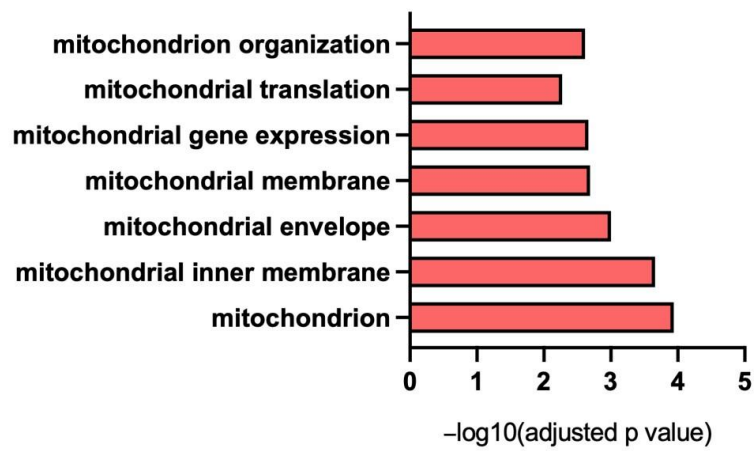

**Supplementary Figure 3.** Gene Ontology (GO) enrichment analysis on the 2,000 genes with the highest positive log fold change (LogFC) in 2-Cell embryos from delipidated vs control zygotes.

(S4)

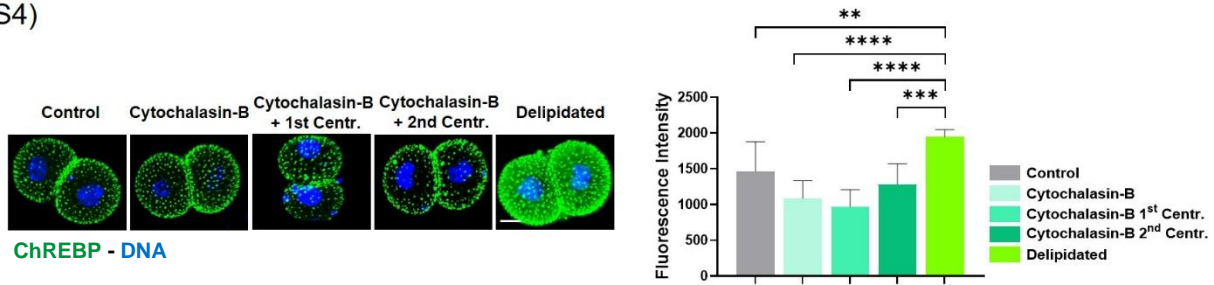

**Supplementary figure 4.** Representative immunofluorescence images of ChREBP in delipidated embryos compared with different control groups at the 2-cell stage. ChREBP fluorescence intensity were quantified and analyzed using one-way ANOVA (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ). Scale bar: 10 $\mu$ m

(S5)

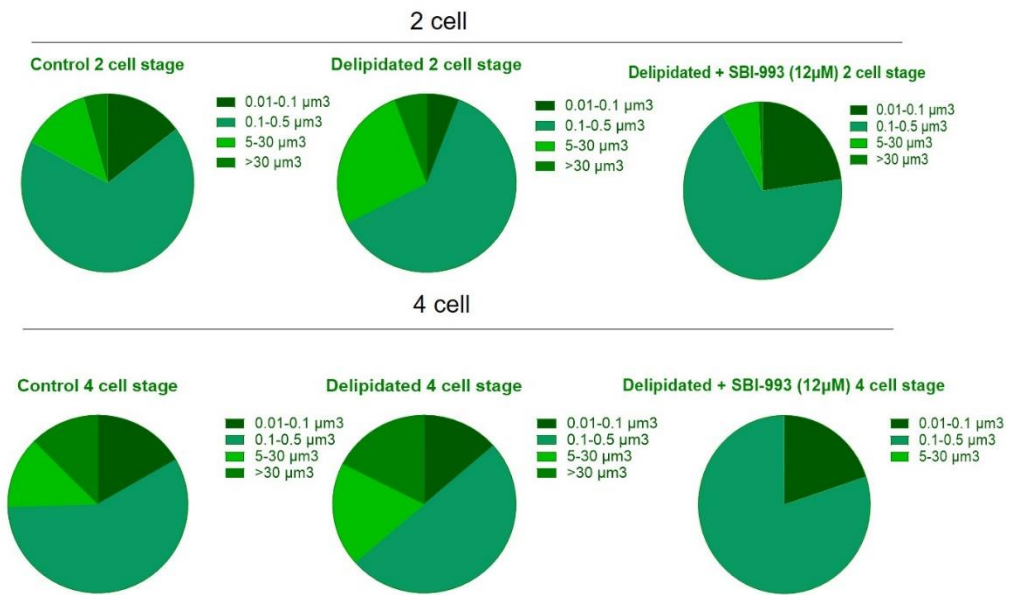

**Supplementary figure 5.** Distribution of LDs across different size fractions (0.01–0.1, 0.1–0.5, 5–30, and >30 μm<sup>3</sup>), expressed as a proportion of the total LD population in control and delipidated embryos with or without SBI-993.

(S6)

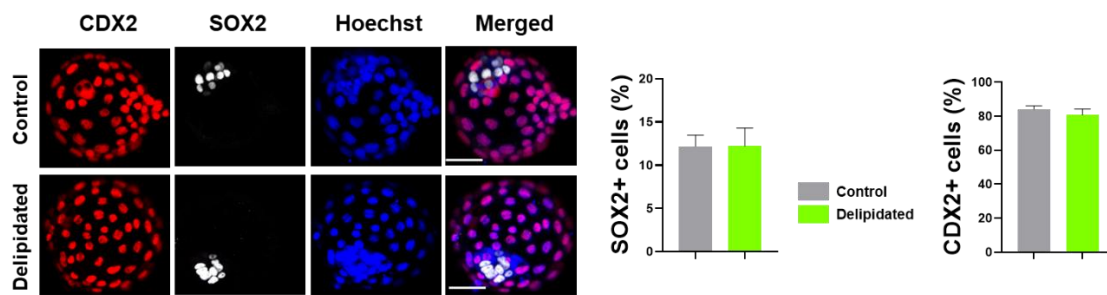

**Supplementary figure 6.** Lineage specification was evaluated by quantifying the number of CDX2- and SOX2-positive cells in control and delipidated blastocysts. Statistical analysis using an unpaired t-test revealed no significant differences between the groups. Scale bar: 20 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

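RNA was measured in 6 libraries of mouse 2-cell stage embryos, 3 control and 3 delipidated, each made from a pool of 3 embryos. According to the paper, the libraries were made with a kit for total RNA with depletion of ribosomal RNA, reads were trimmed with Trimmomatic and aligned with STAR, and unique reads within exons were counted with featureCounts. The deposited counts are raw counts per exonic part and not per gene, which the methods do not describe. The authors tested gene counts with DESeq2's Wald test, and their gene counts could be recovered from Supplementary Table S1 for 1999 of 14465 genes. The genome build is not stated; coordinates and identifiers fit GRCm38, and 49298 of the 49644 gene identifiers were found in the reference annotation used here for names and exons.

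Gene counts were made by adding up the parts of each gene. The 33309 parts under 1194 joined identifiers cover 2833 overlapping genes. Those that overlap the exons of 1 member gene were assigned to it, and the others were left out, which removed between 2.49% and 2.57% of the counts of a library. Because a read can be counted in several parts, the sums are larger than the number of reads, and the precision they appear to give is too high. Genes that overlap on the opposite strand, near-identical gene copies and pseudogenes are uncertain, since unique reads alone were counted.

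The groups were compared with edgeR 4.0.16 in R 4.3.3, using filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM normalization and the quasi-likelihood test without covariates. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1. The common biological coefficient of variation was 0.663. Group means are in CPM with the SD over 3 libraries. Bounds for genes at 0 in one group allow 3 reads for a count of 0 and use the paper's gene counts, since a sum over parts counts a read several times; genes without a recovered gene count have no bound.

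Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted over 16 lists. The lists were the factors of Fig. 3B, targets of ChREBP and of SREBP, lipid droplet and acyl-CoA synthetase genes, markers of cumulus and granulosa cells, of leukocytes, of stromal cells and of oviduct epithelium, abundant transcripts of somatic cells, 2-cell stage activation genes, maternal oocyte transcripts, stress response genes, genes for mitochondrially encoded proteins, mitochondrial ribosomal proteins, nuclear oxidative phosphorylation genes and cytosolic ribosomal proteins. Apart from the first, the lists come from general knowledge or from patterns in gene symbols; they were written after the first rows of Supplementary Table S1 and before the counts were read. Genes named in the text are those past the threshold (0 genes), the factors of Fig. 3B, the genes with an adjusted p-value under 0.1 in Supplementary Table S1, and from each list its members past the threshold or otherwise the 2 with the smallest p-values; other genes are marked where they appear.

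The alternatives set beforehand were DESeq2 1.42.0 with no filter on low counts, DESeq2's size factors in edgeR, no filter, a mean count of at least 50, library sizes without mitochondrial and rRNA genes, an offset for gene length and GC content, the replicate number as a block with and without that offset, each library left out in turn, limma-voom, adjusted p-values without the fold change threshold, and 1000 or 3000 genes in place of 2000. Where DESeq2 is said to have no filter, none was applied before the fit, but its default adjustment still left out genes with low mean counts. A GC value was available for 99.7% of the tested genes. The methods were tested on simulated counts for the comparison of delipidated with control embryos, with 200 genes changed by known folds. Reads were drawn from the gene means of the real libraries and the trend of dispersion with the mean, and counted 2.38 times each. The simulated genes had no variance of their own beyond this trend, so the behavior of the methods on genes that depart from it was not tested. Over 15643 simulated genes, edgeR's test called 84 of the 200 genes and 4 unchanged genes. It recovered 8% of the genes changed 2-fold, 44% of those changed 4-fold, 46% at 8-fold and 70% at 16-fold. A missing call therefore says little about changes near 2-fold. Over 28820 simulated genes, DESeq2 with no filter called 98 of the 200 genes and 74 unchanged genes; when no gene was changed it called 41, and edgeR called 0. Gene Ontology enrichment could not be repeated, since no annotation of terms was at hand. Tables were processed with Python 3.11.15.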

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

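Tests of other splits of the libraries and of the exonic parts of single genes were chosen after the results below were seen. In groups of 3 libraries, single libraries far from the others were not tested for.

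Apart from the genes the paper discusses, 2 genes had 0 counts in every control library and at least 10 counts in every delipidated library: Ren1 with 30 counts or more, and the noncoding RNA 4930517L18Rik with 11 counts or more. Both were counted in delipidated embryos alone. The opposite case was more frequent, with 28 genes counted at least 10 times in every control library and 0 times in every delipidated library, Vim among them. In 1 of the 10 splits of the 6 libraries, the real one, a group had as many genes of its own; in the other splits the larger number was 7 to 23 and the smaller 2 to 11, so the 2 genes of the delipidated libraries are no more than other splits gave. With 10 splits this share cannot be under 0.1, so treatment and a chance arrangement of the libraries cannot be told apart for these genes. The 47, 39 and 30 counts of Ren1 sat on 2, 3 and at most 4 of its 11 exonic parts. The lowest number reached in 10000 random draws of as many counts over all its annotated parts by length was 7, 6 and 6 parts. These draws do not single out Ren1, since the parts it reached were 0.206, 0.316 and 0.440 of the number expected and the median over genes with a similar number of counts was 0.233, 0.398 and 0.453 in the same libraries. Few amplified molecules of Ren1 and a change in its expression therefore cannot be told apart. 4930517L18Rik has too few parts for this test. A biological effect of delipidation on either gene remains open and was not tested further.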

How the results depend on the processing

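The fits with joined identifiers kept as features, without parts that overlap the opposite strand, with the part of each gene that has most counts, with counts divided by their median ratio to the paper's gene counts, and with the total count as a covariate were chosen after the data were seen; all other settings were fixed before the data were examined. Unless another cause is given, the cause of a change was not tested.

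The numbers of 0 genes called higher and 0 called lower held in all settings apart from the following. Without the filter on low counts edgeR called 5 genes higher and 25 lower. DESeq2, which had no filter before the fit but left out genes with low mean counts in its adjustment, called 9 higher and 40 lower. Both called 10 of the same genes. On the divided counts DESeq2 called 2 higher and 6 lower, all 8 of them among its calls on the full counts. In each fit that left out one library there were 0 calls in either direction, beside 383 to 993 genes with an unadjusted p-value under 0.05. Of the 49 genes called by DESeq2, 37 pass the filter on low counts and 25 have 0 counts in every library of one group. With no filter edgeR estimated an unlimited number of prior degrees of freedom, against 7.47 with the filter, so that fit allows the genes no variance of their own. In the simulation this fit called 86 of the 200 changed genes and 4 unchanged genes, and 0 when no gene was changed. The simulated genes had no variance of their own either, so the simulation could not test this limit of the fit. In the real data the smallest adjusted p-value of the fit with no filter, 3.14e-13, belonged to Cyp11a1, named after its values were seen. This call rests on control replicate 3, at 49.6 CPM against at most 0.337 CPM in the other libraries.

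The log2 fold change of Mlxipl was positive in every setting, from 0.98 without delipidated replicate 2 to 1.57 without delipidated replicate 3. It was past the threshold in the edgeR fit with no filter, at 1.34 (adjusted p 0.00426), and with DESeq2, at 1.35 (adjusted p 0.0285). On the divided counts DESeq2 gave an adjusted p-value of 0.0559. The adjusted p-value of the remaining fits was between 0.572 and 1.00.

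Libraries with the same replicate number did not deviate together, with correlations of -0.084, 0.070 and 0.043, so the numbers do not pair the samples. With the replicate number as a block 0 genes were called in either direction, beside 406 genes with an unadjusted p-value under 0.05, and the log2 fold change of Mlxipl was 1.28. The block alone, and then the block with the offset for length and GC content, changed the sign of Nr1h3 (0.10 and 0.13), of Ppargc1b (-0.065 and -0.045), and of the medians of the oxidative phosphorylation genes (-0.027 and -0.049) and of the stromal markers (-0.18 and -0.19). It changed no call.

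The mitochondrially encoded genes had a positive median in every setting. They passed the threshold of camera with DESeq2 (0.24, adjusted p 0.047), with no filter (0.24), with a mean count of at least 50 (0.21), with limma-voom (0.22) and on the divided counts with DESeq2 (0.24) and edgeR (0.22). With one library left out the median was 0.091 to 0.43, and it was past the threshold without control replicate 3. The cytosolic ribosomal protein genes had a negative median in every setting and passed with a mean count of at least 50 (-0.15), with the length and GC offset (-0.16), with limma-voom (-0.18), with the part that has most counts (-0.20), with the divided counts in edgeR (-0.15) and with the total count as a covariate (-0.44); with one library left out the median was -0.26 to -0.045, past the threshold without control replicate 1 and without delipidated replicate 1. In the fit without added terms neither list passed with fry or an estimated correlation.

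The median of the mitochondrial ribosomal protein genes changed sign with no filter (-0.0029), with the length and GC offset (-0.016), with the part that has most counts (-0.063) and with the covariate (-0.32), and was -0.13 to 0.17 with one library left out. That of the oxidative phosphorylation genes changed sign with no filter (-0.0086), limma-voom (-0.015), joined identifiers (-0.023), the part that has most counts (-0.0047) and the covariate (-0.17), and was -0.15 to 0.086 with one library left out. In the comparison without these changes the 2 medians, 0.00031 and 0.0071, lie so near 0 that their sign carries no information. The values furthest from 0, -0.32 and -0.17 with the covariate, were not past the threshold of camera. Among the 2000 highest fold changes, the odds ratios of the 2 lists fell below 1 with DESeq2 or no filter (0.188 and 0.172), with DESeq2 on the divided counts (0.179 and 0.333) and with the covariate (0.405 and 0.690). With no filter the ranking is led by genes with few counts. With a mean count of at least 50 they were 2.03 and 1.69 within one fit and 2.03 and 1.57 in a fit of those genes alone, past the threshold of Fisher's exact test apart from the last (p = 0.0779). With one library left out they were 0.920 to 1.59 and 0.977 to 1.79, lowest without delipidated replicate 1, and the latter passed without control replicate 3.

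The factors of Fig. 3B had a median of -0.18 with the covariate and -0.42 to 0.18 with one library left out. The targets of ChREBP had -0.019 with the part that has most counts, -0.13 with the covariate and -0.13 to 0.074 with one library left out. The lipid droplet genes had -0.11 with a mean count of at least 50, -0.10 with limma-voom, -0.11 with joined identifiers, -0.035 with the part that has most counts and -0.15 to 0.16 with one library left out. The stromal markers had -0.0012 with DESeq2, -0.0067 with no filter, -0.075 with the part that has most counts, -0.0070 with DESeq2 on the divided counts and -0.73 to 0.34 with one library left out. The oviduct markers had -0.13 with DESeq2, -0.16 with no filter, -0.84 with joined identifiers, -1.77 with the covariate and -0.29 to 0.63 with one library left out. With the covariate the cumulus markers had 0.11 and the leukocyte markers 0.16. With one library left out the cumulus markers had -0.90 to 0.073, the 2-cell stage activation genes -0.30 to 0.31 and the maternal transcripts -0.063 to 0.19.

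Among single genes the sign changed with the covariate for Pparg (-0.38), Fn1 (-0.12) and Zfp809 (0.031), with limma-voom for Nr1h3 (0.070) and Ppargc1b (-0.11), and with the part that has most counts for Nr1h3 (1.54). With one library left out the log2 fold changes were -1.67 to 2.96 for Pparg, -1.04 to 1.87 for Nr1h3, -0.044 to 0.19 for Nr1h2, -0.48 to 0.30 for Ppargc1b, -3.12 to 0.039 for Cebpa and -0.14 to 0.99 for Tkt. None of these genes was called in any setting. Other results that changed are 15 that became significant and 2 that lost significance, the latter the list of abundant somatic transcripts with fry and with an estimated correlation.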

Differences from the paper's values

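By the thresholds stated in the paper, Supplementary Table S1 lists the paper's 1 gene higher in delipidated embryos, Mlxipl, and the paper's 2 genes lower, Vim and Axl, against 0 and 0 here, beside 463 genes with an unadjusted p-value under 0.05. None of the alternatives set before the data were examined gave the paper's numbers. DESeq2's Wald test with no filter on low counts gave 9 and 40 genes, and edgeR with no filter gave 5 and 25; both called Mlxipl, Vim and Axl. DESeq2 on counts divided by their median ratio to the paper's gene counts, a setting chosen after seeing the values, gave 2 and 6 genes, Vim among them but neither Mlxipl nor Axl. All other settings gave 0 and 0.

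The adjusted p-value of Mlxipl was 1.00 here against the paper's 0.0173. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. DESeq2 with no filter, at 0.0285, and edgeR with no filter, at 0.00426, were on the same side of the threshold of 0.05. The log2 fold change, 1.34 here and the paper's 1.37, did not differ by more than the spread between replicates.

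The log2 fold change of Arrb1 was -3.52 here against the paper's -2.80. None of the alternatives set before the data were examined closed the gap, with values from -3.63 to -3.41 when one library was left out. With the part of each gene that has most counts in place of the sum, a setting chosen after seeing the values, it was -2.04. The 2 values rest on different counts of Arrb1. The paper's gene counts were 94, 99 and 77 in the control and 22, 10 and 16 in the delipidated libraries. The sums over parts were 140, 244 and 216 in the control and 22, 20 and 20 in the delipidated libraries.

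The paper describes Mlxipl as the one mRNA significantly raised in delipidated embryos. In the 2 settings above that call Mlxipl, other genes were called higher beside it, 9 genes in all with DESeq2 and 5 with edgeR. Tsfm and Maf1 were among them in both, and were named after their values were seen.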

Other observations

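The tests of other splits, of library depth as a cause of the lower number of genes, of the embryo stage in the split by total count and of the exonic parts of Ren1, and the fit with the total count as a covariate, were chosen after the results were seen. The tests of thinned counts in that split and of the spread of counts over parts were chosen after the pattern was seen and before their values were computed. The tests of cell types, of length and GC content and of the embryo stage between the groups were set before the counts were read and after the first rows of Supplementary Table S1 were seen.

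In each of the 10 splits of the 6 libraries into 3 and 3 the number of calls was at least the 0 of the real split, so 10 of 10 was fixed in advance and says nothing about the calls. In 5 of 10 there were at least its 463 genes with an unadjusted p-value under 0.05. A gene list shifted as strongly by camera's p-value, the real split included, in 4 of the 10 splits for the factors of Fig. 3B, 9 for the targets of ChREBP, 6 for the targets of SREBP, 8 for the lipid droplet genes, 4 for the cumulus and granulosa markers, 10 for the leukocyte markers, 3 for the stromal markers, 4 for the oviduct markers, 1 for the abundant somatic transcripts, 8 for the 2-cell stage activation genes, 7 for the maternal transcripts, 2 for the stress genes, 4 for the mitochondrially encoded genes, 6 for the mitochondrial ribosomal proteins, 9 for oxidative phosphorylation and 7 for the cytosolic ribosomal proteins. Enrichment among the 2000 highest fold changes was as strong in 9 of 10 splits for the mitochondrial ribosomal proteins and 3 of 10 for oxidative phosphorylation. With 10 splits no share can be under 0.1.

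The split with most genes at an unadjusted p-value under 0.05, 1723 genes with 5 calls, was not the real one. It set control replicates 1 and 3 and delipidated replicate 3, the 3 libraries with the lowest total counts, against the 3 with the highest. Depth alone did not account for it, since 1685 genes and 7 calls were left after every library was thinned to the smallest total, against at most 1096 genes and 0 calls in the other splits of the thinned counts. With the total count as a covariate, delipidated and control embryos differed in 0 called genes in either direction, beside 1200 with an unadjusted p-value under 0.05. A candidate explanation is that the pools held embryos at different points of the 2-cell stage. The 2-cell stage activation genes fell by 0.69 (median log2, camera adjusted p 2.01e-07) and the maternal transcripts by 0.31 (adjusted p 0.000349) in the 3 libraries with the highest totals, whereas a difference in stage was predicted to move them apart. In the same split the cytosolic ribosomal protein genes rose by 0.27 (camera adjusted p 1.42e-05). The mitochondrial ribosomal protein genes rose by 0.32 (camera adjusted p 0.0262). Camera's p-value for the activation genes was lowest in this split, but it was also low in some of the other splits, though not in all. The activation genes and the maternal transcripts could both fall late in the stage, and without a series of time points this stays open. Between delipidated and control embryos neither list shifted (adjusted p 0.669 and 0.426), with medians of 0.017 and 0.081 that lie within the variation between single libraries, and with the total count as a covariate both rose, by 0.76 and 0.38 (camera adjusted p 2.46e-06 each). They again moved together and not apart, and only in that fit, so a difference in stage between the groups cannot be told apart from no difference.

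Fewer genes had counts in the delipidated libraries than in any control library, although their totals were higher on average. Depth did not account for this: thinned to the smallest total of 12164963 counts, the delipidated libraries had 18709 ± 1615 genes and at most 20004, and the control libraries 21850 ± 1184 (SD, n = 3 each) and at least 20545. Fewer distinct molecules in the delipidated libraries may be the source. Among genes with 30 to 60 counts and at least 8 parts, the counts sat on a median of 0.604, 0.485 and 0.385 of the parts expected for independent reads in control replicates 1, 2 and 3, and on 0.233, 0.398 and 0.453 in the delipidated ones. The groups overlap, so a lower yield of molecules in delipidated embryos and a biological loss of transcripts cannot be told apart with 3 libraries each. In every library these ratios are under 1. The expected number treats each count as a read and gives every annotated part a share by its length. Reads counted in several parts and parts that are not transcribed can lower the ratios too, so ratios under 1 do not show that reads were not independent.

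Vim, Axl and other transcripts common in somatic cells had lower counts in delipidated embryos. The list of abundant somatic transcripts, 13 of whose 20 genes were tested, was past the threshold, but it was written after Vim, one of its genes, had been seen to fall in Supplementary Table S1, so it is no independent test of the pattern. It had a median log2 fold change of -0.42, also with Vim at its bound and from -2.66 to -0.37 with one library left out, and an adjusted p-value of 6.59e-06 by camera, but 0.275 by fry and 0.439 with an estimated correlation. Of its tested genes 8 were lower and 5 higher, and its counts together were 233 ± 51.0 CPM in the control and 176 ± 34.3 CPM in the delipidated libraries (SD, n = 3 each; exact two-sided permutation p = 0.2). Adjusted over the list alone, Vim, Tmsb4x and Lgals1 were called; the last was named for this call after its value was seen. Cells other than embryos carried in the control libraries are a candidate source. The markers of cumulus and granulosa cells did not shift as a list with the filter on low counts (adjusted p 0.456, 8 of 28 genes tested, median -0.22), but were lower without it, with a median of -1.77 in DESeq2 (adjusted p 0.0117) and -1.75 in edgeR (adjusted p 0.0255). With the filter, the markers of leukocytes (adjusted p 0.864, 10 of 20 tested, median -0.38), of stromal cells (adjusted p 0.510, 10 of 20 tested, median 0.028) and of the oviduct (adjusted p 0.629, 5 of 12 tested, median 0.63) did not shift. Col1a1, a stromal marker with 11, 26 and 42 counts in the control libraries and 0 in each delipidated library, was called when adjusted over the list alone (p 0.0455). Dnali1, the oviduct marker with the smallest p-value, had 13, 26 and 12 counts in the control libraries and 0 in each delipidated library. It was not called over the list alone (edgeR adjusted p 0.0512), and 72.55% of its counts lie on parts that overlap the opposite strand. Of the 5 oviduct markers tested, 3 were higher and 2 lower, and limma's fry for changes in either direction gave an unadjusted p of 0.00191. Cyp11a1, Serpine2 and Srgn were named after their values were seen. Cyp11a1 reached 49.6 CPM in control replicate 3 and at most 0.337 CPM in the other libraries. Serpine2 among cumulus markers ranged from 12.5 to 46.7 CPM, Srgn among leukocyte markers from 33.7 to 67.6 CPM, and Fn1 among stromal markers from 14.4 to 64.3 CPM, in libraries of both groups; whether these come from the embryos or from carried cells in both groups was not tested. Most other markers are near the limit of detection, and carried cells cannot be told apart from a change in the embryos. The effect of delipidation itself is confounded with anything the handling changed.

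The mitochondrially encoded genes had a median log2 fold change of 0.21. A bias from gene length and GC content was predicted to move the cytosolic ribosomal protein genes the same way. Those went the other way, at -0.15, and with the trend removed the median of the mitochondrial genes was 0.18 with an adjusted p-value of 0.278. Since the shift is not past the threshold in either fit, this bias and a biological shift cannot be told apart.

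Targets of SREBP had a median log2 fold change of -0.057 (adjusted p 0.629), lipid droplet and acyl-CoA synthetase genes 0.034 (adjusted p 0.864) and stress response genes -0.17 (adjusted p 0.456). Within these lists, Acsl1 had a log2 fold change of -1.18 and Mgll of 1.92, each with an adjusted p-value of 1.00 from edgeR. Asns, a stress response gene, had 18, 13 and 42 counts in the control libraries and 0 in each delipidated library; no bound is given since its gene counts were not at hand.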
